A study of Homo sapiens with 4 samples. Its data were reported in "STAG2 regulates interferon signaling in melanoma via enhancer loop reprogramming" (2022).

How the data were processed

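H3K27ac HiChIP libraries of M14 melanoma cells were described by the labels as 2 WT and 2 STAG2-KD samples. Samples were assigned to groups by their titles. One loop list per group was analysed, each filed under replicate 1. Whether a list merges both replicates of its group was not stated, so each list was treated as the single measurement of its group.

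Per the study's methods, the authors cut chromatin with the restriction enzyme MboI and ligated it before the H3K27ac immunoprecipitation. They aligned the reads to hg19 with HiC-Pro, called H3K27ac peaks from the same reads with hichip-peaks and called loops with FitHiChIP. The methods give a false discovery rate for the peaks and another for the loops that entered the differential analysis. Whether the latter was applied to the deposited lists was not stated, nor were the tool versions. The authors derived enhanced and impaired loops separately, from read support per replicate with the diffloop package. The deposited lists have 3 columns and no header, which give the chromosome, the start of the left anchor and the end of the right anchor. They hold no read count, score or q-value. A loop absent from a list can therefore be a loop just short of the caller's limit as well as a contact that was absent. Sharing between lists of this kind is lowered by such borderline loops, and the shared and private sets here are not the authors' enhanced and impaired loops.

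Positions were read as base pairs on hg19, counted from 0 in the start column, and are printed counted from 1. Each anchor was taken as 5 kb wide. This reading was checked against the annotation: a protein-coding transcript start lay in 37.5% of the WT bins that open at the start column, against 20.2% and 18.2% of the bins before and after them. No loop ended past the end of its chromosome in the GRCh37 sequence. Line ends of the STAG2-KD list, which were carriage returns, were removed.

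Loop length was the distance between anchor midpoints. Shared loops had the same bins at both anchors. Shares were given with exact Clopper-Pearson binomial intervals at 95%. Differences between private sets were given with 95% intervals from 1000 redraws of 5 Mb genome blocks, because neighbouring loops are not independent. The probability that a STAG2-KD-only loop is longer is the effect size of the Mann-Whitney test, given without a p-value because loops are not replicates. Chance overlap used 1000 random placements. Promoters and genes came from GENCODE release 44 lifted to GRCh37, and a promoter was any annotated transcript start inside an anchor. Genes named at anchors are protein-coding genes. Guide RNAs from the study's methods and a strict core of the CTCF motif were matched exactly to the GRCh37 sequence on both strands. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

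The matching and length functions were tested on simulated data. A simulated STAG2-KD list of 25621 loops was built from the WT list with planted sharing, shifted anchors and long loops, and all 5 planted values were recovered.

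The rule for the genes and loci named in the text, the main tests, the groups and most alternatives were fixed before the data were examined. The rule names 15 genes named in the study, the 3 anchors with the most private loops in each list, the longest private loop of each list and the windows drawn in the study on chromosomes 14 and 20. One of these genes is not reported here. The guide RNA sites, the comparison by position in the list and most tests under Other observations were added later. The alternatives were tolerances of 1 and 2 bins, a WT list thinned at random to the STAG2-KD size (median of 100 draws), a limit of 1 Mb on distance, merged neighbouring loops, other promoter definitions, another chance model, and leaving out each chromosome in turn. Alternatives added later were the earlier 50% of each chromosome's lines, a tolerance of 2 bins for further results, and a list without the line off the 5 kb grid. A planned comparison of loop strength and one of single intervals did not apply to lists of anchor positions. Loops on sex chromosomes were not analysed here.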

Results

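H3K27ac HiChIP was carried out in M14 cells, a human melanoma line that carried a doxycycline-inducible short hairpin RNA against STAG2, a subunit of the cohesin complex. HiChIP joins pieces of chromatin that lie close together in the nucleus and then enriches the joined pieces with an antibody. Here the antibody was against histone H3 acetylated at lysine 27, a mark of active promoters and enhancers. Cells grown with doxycycline for 5 days were the STAG2-KD group and cells grown without it were the WT group. The labels listed 4 samples, 2 per group. One loop list per group was analysed, filed under the first replicate of that group. The lists gave positions only, so the read depth behind each loop was unknown. With one list per group, no difference between WT and STAG2-KD had a replicate check, and no p-value was computed across loops. Intervals cover the counting of loops, or the choice of genome regions where stated, and not the variation between cultures.

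The first question was how many H3K27ac-associated loops each state held. The WT list held 27289 loops and the STAG2-KD list held 25621 loops, each loop a pair of 5 kb anchors on hg19. Both lists covered chromosomes 1 to 22 and no sex chromosome. Distances between anchor midpoints ran from 20 kb to 1990 kb in both lists. No list held the same loop more than once. All WT loops and all STAG2-KD loops but 1 lay on a 5 kb grid.

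The second question was which loops appeared or disappeared with STAG2 knockdown. A loop was called shared when both of its anchors were the same bins in both lists. By this measure 10381 loops were shared, 16908 were WT-only and 15240 were STAG2-KD-only. The shared loops made up 38.0% of the WT list (95% exact binomial interval 37.5 to 38.6) and 40.5% of the STAG2-KD list (39.9 to 41.1). The choice of tolerance moved these shares most. When each anchor could lie within 2 bins, 49.3% of WT loops and 52.8% of STAG2-KD loops were shared. Per chromosome, the shared part of the WT loops ran from 32.6% on chromosome 21 to 44.7% on chromosome 19.

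The overlap was set against chance by giving each STAG2-KD loop a random left anchor among the STAG2-KD anchors of its chromosome, with its length kept. Over 1000 draws the median overlap with the WT list was 693 loops, with a range of 613 to 774. The observed 10381 shared loops were 15.0 times that median, and 0 of the draws reached them. Moving all loops of a chromosome together along the ordered anchors was the alternative with a larger chance overlap at the same bins. It gave a median of 2380 loops (2247 to 2516), so that the observed overlap was 4.36 times the median. This test compared the 2 lists and not the conditions behind them.

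Sharing changed with the position of a loop in the list. Among the first 10% of each chromosome's lines, 49.7% of WT loops and 49.7% of STAG2-KD loops were shared. Among the last 10% of lines, the shares were 29.0% (27.3 to 30.8) for WT and 33.9% (32.1 to 35.8) for STAG2-KD. The median distance rose along the lists as well, from 85 kb to 110 kb for WT and from 80 kb to 100 kb for STAG2-KD. This comparison was added after the lists had been examined.

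**Figure D1:**
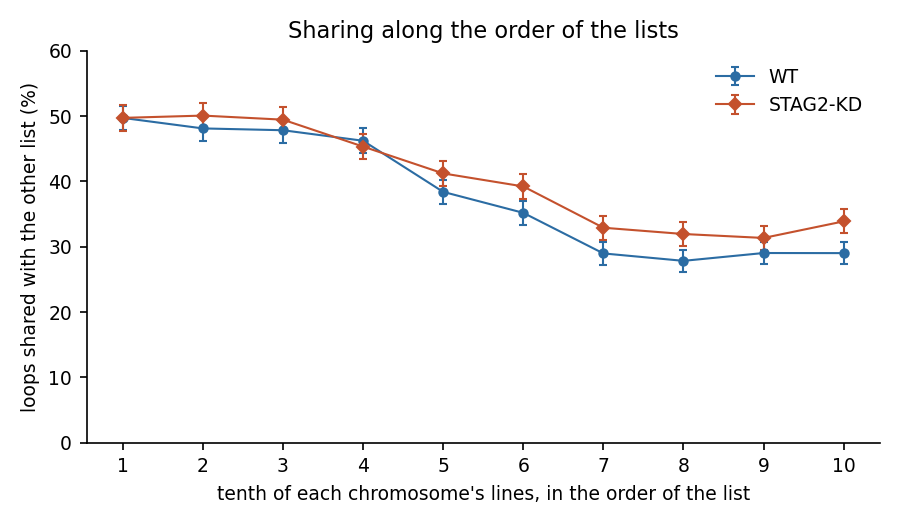
Percent of loops shared with the other list (vertical axis) by position in the list (horizontal axis, in steps of 10% of each chromosome's lines), for WT (circles) and STAG2-KD (diamonds) with 95% exact binomial intervals as bars. WT falls from 49.7% at the start to 29.0% at the end and STAG2-KD from 49.7% to 33.9%.

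The next comparison asked whether loops that appeared with STAG2 knockdown were longer than loops that disappeared. The complete lists had close averages. The mean distance was 147 kb (SD over loops 170) in WT and 150 kb (SD over loops 184) in STAG2-KD, and the median was 90 kb in WT and 85 kb in STAG2-KD. Shared loops were shorter than private loops, with a mean of 131 kb and a median of 75 kb. WT-only loops had a mean of 157 kb, a median of 100 kb and quartiles of 50 kb and 200 kb. STAG2-KD-only loops had a mean of 163 kb, a median of 95 kb and quartiles of 40 kb and 210 kb.

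The mean and the median of the private loops therefore differed in opposite directions. The STAG2-KD-only mean was 6.22 kb above the WT-only mean, with a 95% interval of 1.18 to 10.5 kb when 545 blocks of 5 Mb were redrawn 1000 times. The difference of the medians, STAG2-KD-only minus WT-only, was -5 kb, which is 1 bin, with an interval of -10 to 0 kb. A randomly drawn STAG2-KD-only loop was longer than a randomly drawn WT-only loop with a probability of 48.5% (47.7 to 49.3), ties counted equally to both sides. The alternative that moved the mean difference most was a limit of 1 Mb on the distance, which left 3.32 kb. By chromosome, the STAG2-KD-only median was shorter on 18 of 22 chromosomes, equal on 4 and longer on 0. The STAG2-KD-only mean was longer on 18 chromosomes.

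Distance classes placed these differences, each class including its lower limit. Loops under 50 kb made up 28.4% of STAG2-KD-only loops (27.6 to 29.1) and 24.0% of WT-only loops (23.4 to 24.7). At the shortest distance in the lists, 20 kb, the shares were 9.35% (8.89 to 9.82) and 6.67% (6.29 to 7.05). In the middle of the range the order was the other way round. Loops of 100 to 200 kb made up 22.8% of STAG2-KD-only loops (22.1 to 23.5) and 26.7% of WT-only loops (26.1 to 27.4). For 200 to 500 kb no difference was detectable, with 20.9% (20.2 to 21.5) against 21.1% (20.5 to 21.7). Loops over 500 kb made up 5.67% of STAG2-KD-only loops (5.31 to 6.05), which is 864 loops, and 4.10% of WT-only loops (3.81 to 4.41), which is 694 loops.

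With genome blocks redrawn, the STAG2-KD-only share exceeded the WT-only share by 4.32 points under 50 kb (3.40 to 5.36) and by 1.56 points over 500 kb (1.07 to 2.07). For 100 to 200 kb the difference was -3.93 points (-4.83 to -2.97). Loops over 1 Mb were rare, at 144 STAG2-KD-only and 119 WT-only loops, and their shares differed by 0.241 points (0.0383 to 0.445). The share over 500 kb was higher among STAG2-KD-only loops on 21 of 22 chromosomes, the exception being chromosome 22. The share at 20 kb was higher on all 22 chromosomes. Tolerance moved the difference over 500 kb most, to 2.03 points when loops within 2 bins counted as shared.

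**Figure D2:**
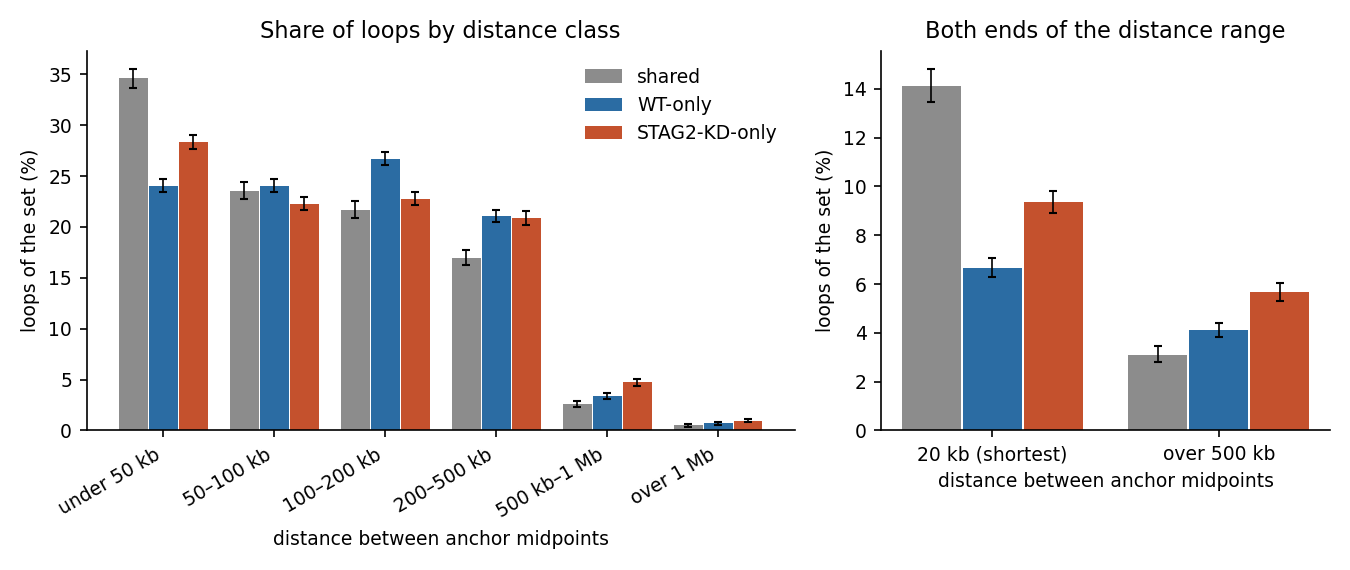
Percent of loops (vertical axes) by distance between anchor midpoints (horizontal axes) for shared, WT-only and STAG2-KD-only loops, with 95% exact binomial intervals as bars. STAG2-KD-only bars exceed WT-only bars under 50 kb (28.4% against 24.0%) and over 500 kb (5.67% against 4.10%), and fall below them at 100 to 200 kb (22.8% against 26.7%).

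Private loops were then compared by chromosome. STAG2-KD-only loops made up 47.4% of all private loops (46.9 to 48.0). They outnumbered WT-only loops on 2 chromosomes, chromosome 1 at 50.6% (49.0 to 52.2) and chromosome 20 at 51.6% (48.8 to 54.4), and both intervals included an even split. The lowest shares were 40.6% on chromosome 14 (36.7 to 44.6), the chromosome of IRF9, and 42.3% on chromosome 5 (39.9 to 44.7). The interval lay below 50% on 10 chromosomes and above it on 0. The WT list was the larger, which by itself puts the overall share below 50%. Against the overall 47.4%, the interval lay above on chromosomes 1, 12 and 20, and below on chromosomes 4, 5, 6, 8 and 14. These intervals treat loops as independent, which neighbouring loops are not. Thinning the WT list to the size of the STAG2-KD list set the overall share to 50% by construction.

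**Figure D3:**
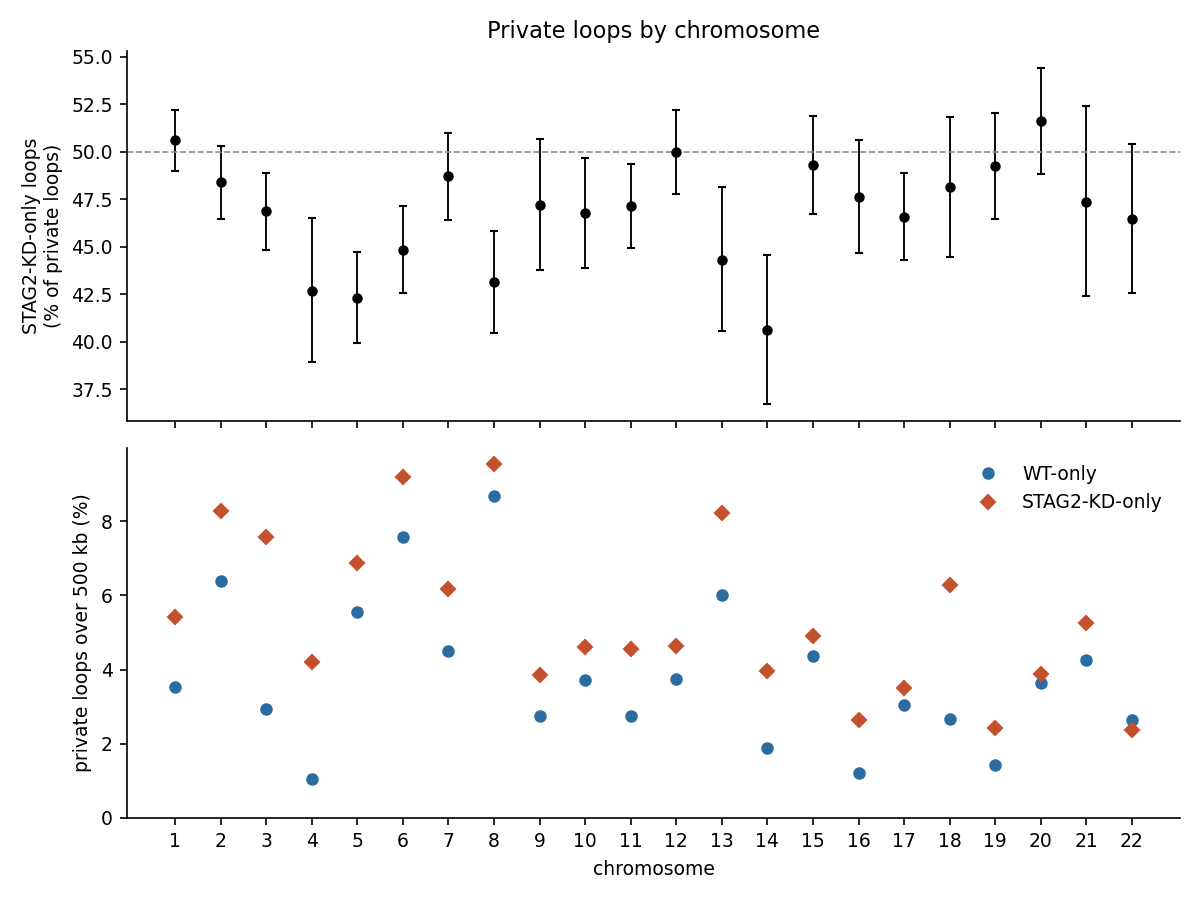
Top, STAG2-KD-only loops as percent of private loops (vertical axis) for chromosomes 1 to 22 (horizontal axis), with 95% exact binomial intervals as bars and a dashed line at 50%. Bottom, percent of private loops over 500 kb for WT-only (circles) and STAG2-KD-only (diamonds) loops; the STAG2-KD-only value is higher on 21 of 22 chromosomes.

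Anchors separated a change of partner from an anchor that was present in one list alone. The WT list used 22955 distinct anchors and the STAG2-KD list 22070, and 14424 anchors occurred in both. These were 62.8% of WT anchors (62.2 to 63.5) and 65.4% of STAG2-KD anchors (64.7 to 66.0). Among WT-only loops, 42.2% had both anchors in the STAG2-KD list, 49.0% had 1 and 8.84% had 0. Among STAG2-KD-only loops, 42.9% had both anchors in the WT list, 47.1% had 1 and 9.97% had 0. The shares with both anchors did not differ beyond their intervals (41.4 to 42.9 for WT-only, 42.1 to 43.7 for STAG2-KD-only). The intervals did not overlap for 1 anchor (48.2 to 49.7 against 46.3 to 47.9) or for 0 anchors (8.42 to 9.28 against 9.50 to 10.5). Allowing 2 bins moved the shares with both anchors most, to 57.0% for WT-only and 58.1% for STAG2-KD-only loops.

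Anchors carried a mean of 2.38 loops in WT (SD over anchors 2.34) and 2.32 in STAG2-KD (SD over anchors 2.24), with a median of 1 in both lists. The maximum was 44 loops in WT and 42 in STAG2-KD. Anchors with 10 or more loops numbered 483 in WT and 393 in STAG2-KD. The difference in means depended on list size, because thinning the WT list to the STAG2-KD size gave 2.31 loops per WT anchor, below the STAG2-KD value.

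Loops were grouped by promoters, taken as any annotated transcript start inside an anchor, to ask whether the kinds of contact shifted. In WT, 25.1% of loops had a promoter at both anchors, 40.5% at 1 anchor and 34.4% at neither. In STAG2-KD, 6401 loops had a promoter at both anchors (95% interval 24.5 to 25.5%), 41.5% had one at 1 anchor and 33.5% at neither. Shared loops had a promoter at both anchors more often, at 29.8% (28.9 to 30.6), than WT-only loops at 22.3% (21.7 to 22.9) or STAG2-KD-only loops at 21.7% (21.1 to 22.4). A promoter at 1 anchor was found in 42.4% of STAG2-KD-only loops (41.6 to 43.2) and 40.6% of WT-only loops (39.9 to 41.4). The definition of a promoter moved these shares most. With starts within 5 kb of the anchor, both anchors had a promoter in 41.9% of WT-only and 42.6% of STAG2-KD-only loops, so the order of the private sets changed.

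IRF9, a transcription factor of the type I interferon pathway, was the gene the study examined in most detail. It lies on the plus strand of chromosome 14 from 24630443 to 24637252 in hg19 (ENSG00000213928), and its transcript start falls in the bin from 24630001 to 24635000. The WT list held 2 loops at this start and the STAG2-KD list held 4. The shared loop ran 20 kb to the bin from 24610001 to 24615000, which holds transcript starts of EMC9 and PSME2. The WT-only loop ran 50 kb to the bin from 24580001 to 24585000, with starts of DCAF11 and NRL. The STAG2-KD-only loops on the grid ran 25 kb to the bin from 24655001 to 24660000, with a start of IPO4, and 50 kb to the bin from 24680001 to 24685000, with starts of CHMP4A and MDP1.

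The remaining STAG2-KD-only loop at IRF9 ran from 24628001 to 24709000. It was the single loop of the 25621 that was off the 5 kb grid. Read with anchors of 5 kb, it joined the IRF9 start to a region 76 kb away, from 24704001 to 24709000, across GMPR2 and TINF2. The anchor at IRF9 also holds the last part of RNF31, with a transcript start inside that gene. No loop of either list on the grid lay within 2 bins of this loop at both anchors. Without this line, the STAG2-KD list held 3 loops at IRF9. In the window around IRF9 that the study drew, the lists held 7 WT and 10 STAG2-KD loops with both anchors inside. Of these, 4 were shared, 3 were WT-only and 6 were STAG2-KD-only. The WT-only loops of 45 kb, from the bins at 24610001 and 24665001, each lay within 2 bins of a STAG2-KD-only loop. No test was made on counts this small.

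**Figure D4:**
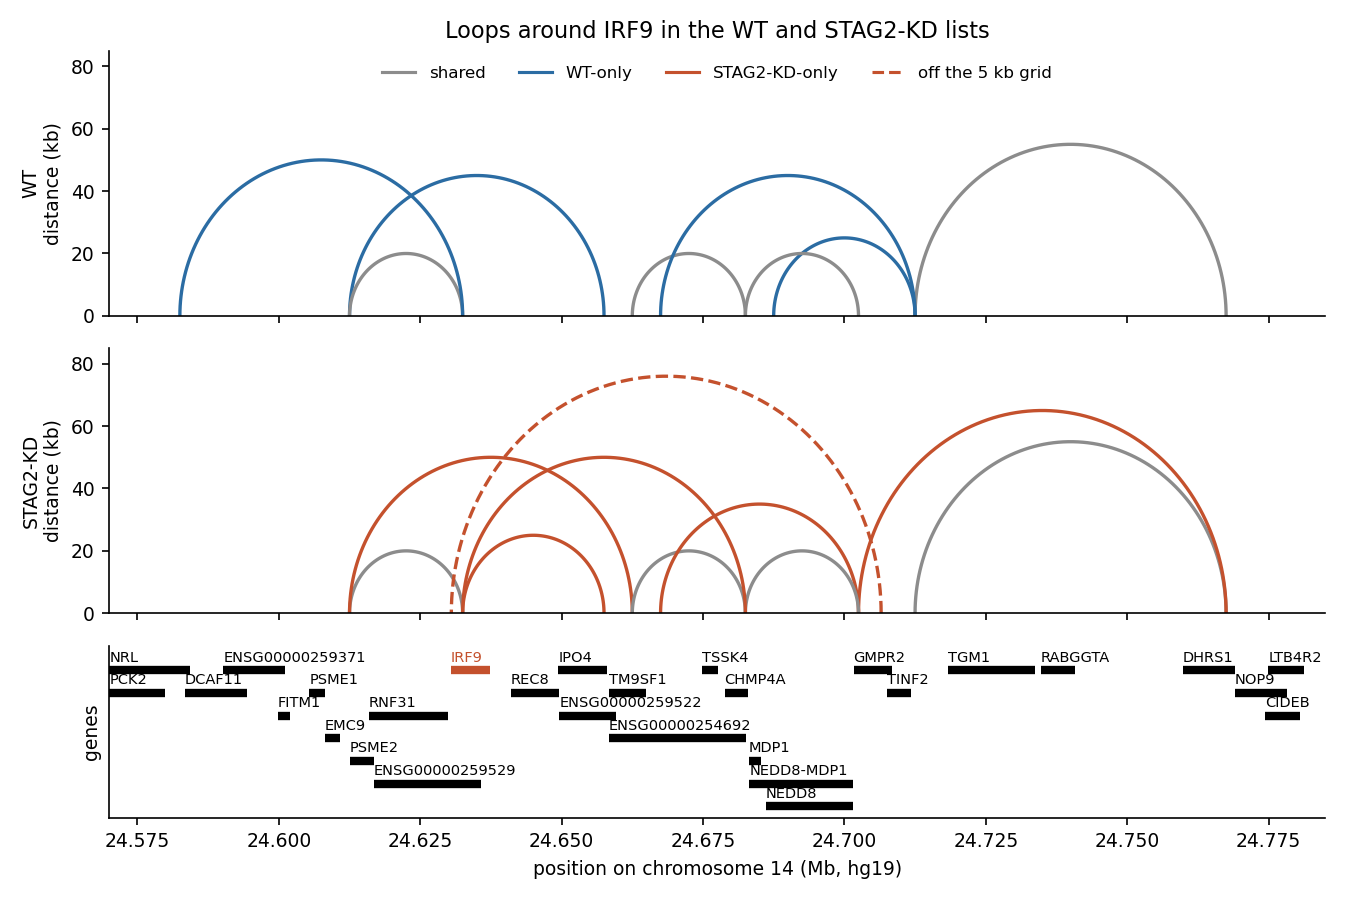
Loops around IRF9 on chromosome 14 (horizontal axis, position in Mb on hg19) in the WT list (top) and the STAG2-KD list (middle), drawn as arcs whose height is the distance between anchor midpoints in kb, with protein-coding genes as bars below. Loops with both anchors in the drawn window or 1 anchor at IRF9 are shown, and the dashed arc is the STAG2-KD-only loop of 76 kb that lies off the 5 kb grid.

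Guide RNAs that the study used at this locus were placed by exact match to the hg19 sequence, a step added after the lists had been examined. The guides given for a KRAB-dCas9 repressor at the distal enhancer matched between 24711693 and 24711766, in exons of TINF2. The first match, 24711693 to 24711712, was followed by an NGG motif, which Cas9 needs beside its site. The other, 24711748 to 24711766, was not, so its place as a target site is uncertain. The first match began 2693 bases beyond the right edge of the off-grid loop, in the bin from 24710001 to 24715000. That bin, which also holds a transcript start of TINF2, carried 5 loops in WT and 1 in STAG2-KD. No list held a loop between that bin and the IRF9 bin. The WT-only loop of 45 kb at the guide bin lay within 2 bins of a STAG2-KD-only loop, from 24665001 to 24705000. The contrast of 5 to 1 therefore depends in part on exact matching of bins.

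Other genes named in the study had between 0 and 13 loops at their transcript starts in a list. These numbers pool all annotated starts of a gene, which can lie in different bins. IRF1 had 7 in WT and 13 in STAG2-KD, of which 4 were shared. Those of WT lay at the bin from 131830001 to 131835000, and STAG2-KD also had loops at the bin from 131805001 to 131810000. The outermost IRF1 start, 131844411, lies outside both bins. IRF3 had 1 in WT and 4 in STAG2-KD, and in the same order IRF7 had 2 and 3, ISG15 had 2 and 2, and USP18 had 1 and 0. Both WT loops of ISG15 lay at the bin from 935001 to 940000, which also holds a start of HES4. The STAG2-KD-only loop lay at another ISG15 start, in the bin from 945001 to 950000. The equal numbers for ISG15 therefore do not mean equal contacts at each start. CD274, which encodes PD-L1, had 0 in both lists. DUSP6 had 9 in WT and 6 in STAG2-KD, at starts in neighbouring bins. The bin from 89745001 to 89750000, which holds the outermost DUSP6 start, had WT loops of 20 and 30 kb. Its STAG2-KD loops ran 20, 105 and 320 kb. The other DUSP6 loops lay at the bin from 89740001 to 89745000, so the lower STAG2-KD number came from that bin. Among cohesin and related genes, the paralog STAG1 had 12 in WT and 13 in STAG2-KD with 5 shared, CTCF had 4 and 3, SMC3 had 2 and 1, and RAD21 had 0 in both. STAG2 and SMC1A lie on chromosome X, for which the lists held no loops.

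Anchors with the most private loops lay partly in the same places in both lists. The anchor on chromosome 8 from 130695001 to 130700000, with no protein-coding gene, had 24 WT-only and 15 STAG2-KD-only loops. The anchor on chromosome 2 from 12855001 to 12860000, at the start of TRIB2, had 17 WT-only and 15 STAG2-KD-only loops. The anchor on chromosome 2 from 12455001 to 12460000 had 21 WT-only loops and carried 43 loops in WT against 35 in STAG2-KD. The anchor on chromosome 13 from 30690001 to 30695000 had 15 STAG2-KD-only loops and carried 20 loops in STAG2-KD against 9 in WT. The longest WT-only loop ran 1990 kb on chromosome 8, from the MYC bin that starts at 128745001 to the bin that ends at 130740000. The longest STAG2-KD-only loop ran 1980 kb on chromosome 3, from 88250001 to 90235000, with no protein-coding gene at either anchor. In the chromosome 20 window that the study drew, the lists held 6 WT and 8 STAG2-KD loops, of which 3 were shared.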

Values the study reported

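The study reported 9115 enhanced loops and 11327 impaired loops after STAG2 knockdown, at a false discovery rate under 1%. It gave a Mann-Whitney p-value below 2.2e-16 for a greater average length of the enhanced loops. About 80% of the altered loops were reported to lie within topologically associating domains. By combining expression, STAG2 binding and loops, the study listed 148 genes as potential direct targets.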

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

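The tests with a tolerance of 2 bins for every result but the numbers and percentages of shared and private loops, with the earlier 50% of lines, and without the off-grid line were chosen after the lists had been seen; the others were planned. No paired analysis was possible because each group had one loop list, so the replicate numbers in the labels paired nothing, and leaving out a replicate was not possible.

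Of 235 values under alternatives, over 38 results, 190 stayed inside the interval of the reported value or, for counts, within 1.5 times it. All values from the 22 fits that each left out one chromosome were among these 190, which raises the part that stayed. The other 45 values moved. Some orders changed with them: with promoters within 5 kb, both anchors had a promoter less often in WT than in STAG2-KD loops, for the complete lists and the private sets, and with the WT list thinned, WT anchors had fewer loops than STAG2-KD anchors. Of those 45, 23 were not main comparisons, and most of these were promoter shares of single classes.

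The differences in mean and median length, in the probability of a longer loop and in the shares under 50 kb and over 500 kb kept their direction under each alternative run on them. Across the 22 fits that each left out one chromosome, the mean difference ran from 4.84 to 6.95 kb, the median difference from -10 to -5 kb, the probability from 48.4% to 48.6% and the excess over 500 kb from 1.32 to 1.63 points. The excess under 50 kb ran from 4.13 to 4.49 points.

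Tolerance changed sharing by construction, since more loops can match. Within 1 bin, 43.4% of WT and 46.2% of STAG2-KD loops were shared, and 53.1% of WT-only and 53.6% of STAG2-KD-only loops had both anchors in the other list. Within 2 bins these were 49.3%, 52.8%, 57.0% and 58.1%, and STAG2-KD-only loops were 46.6% of private loops. With the WT list thinned, 38.0% of STAG2-KD loops were shared, the STAG2-KD-only share was 50% and a WT anchor had 2.31 loops, all because fewer WT loops were left. Promoters within 5 kb gave 41.9% of WT-only and 42.6% of STAG2-KD-only loops with a promoter at both anchors, because more starts qualify. Protein-coding starts alone gave 16.6% and 15.9%, because fewer qualify. Against chance, the overlap was 4.36 times the median for loops moved together and 3.85 times within 2 bins. Among the earlier 50% of lines, 46.1% of WT and 47.2% of STAG2-KD loops were shared, and 45.8% of WT-only and 47.1% of STAG2-KD-only loops had both anchors in the other list; the cause was not tested here.

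A stricter score or q-value limit and the scaling of loop strength were not run, since the lists hold positions only, and the overlap of single intervals was not run for the same reason. Leaving out chromosomes X and Y and merging neighbouring loops were planned, but both removed no loop and so test nothing. Without read support per loop, a loop missing from a list cannot be told from one just under the caller's limit, which limits each private set.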

Other observations

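Most tests here were chosen after the result they bear on was seen: those on chromosomes, tolerance, list position and depth for long loops, on the off-grid line, on the order shared between lists, on convergent pairs per private loop and on their weighting by GC content. The other tests of GC content, and those of anchors, of the convergent share among motif pairs and of order by position were written before their results were seen.

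STAG2-KD-only loops numbered 15240 here. That is higher than the value quoted from the study above for enhanced loops, which were defined from read support and not from presence in a list. The study described its enhanced loops as longer on average. In the lists, the STAG2-KD-only mean was higher by 6.22 kb while the median difference was -5 kb, because the STAG2-KD-only set was richer at both ends of the distance range. A statement about average length from these lists depends on whether the mean or the rank of a loop is used.

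The excess of STAG2-KD-only loops over 500 kb was weighed against technical explanations. A few loci with many long loops would have left the excess on few chromosomes, but it was seen on 21 of 22. GC content of the anchors would have removed it in some part of the range, but the smallest excess over 3 equal groups by GC was 1.17 points (0.119 to 2.14). Loops shifted by a few bins would have removed it once a tolerance was allowed, but the excess beyond 2 bins was 2.03 points (1.39 to 2.62). Loops late in the lists, which were shared less often, did not account for it, since the excess among the earlier 50% of lines was 1.40 points (0.699 to 2.12). Anchors present in one list alone did not account for it, since the excess among private loops with both anchors in the other list was 1.42 points (0.586 to 2.22). Depth stays open. The STAG2-KD list held 93.9 loops per 100 WT loops, but this number does not give read depth, and a difference in depth or enrichment between libraries could shape both ends of the distance range. This explanation and an effect of STAG2 knockdown cannot be told apart with one list per group.

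The loop line at IRF9 that lay off the grid was looked at further. The study reports that the IRF9 promoter gained contact with a distal enhancer after STAG2 knockdown, from Hi-C and HiChIP. It also reports that deleting a STAG2 binding site raised IRF9 expression, and that repressing the enhancer prevented the induction of IRF9. The list does not tell whether the off-grid line is the contact the study describes. A shift of a loop called on the 5 kb grid would have kept a whole number of bins from start to end, but the line spans 81 kb. A finer bin size for the complete STAG2-KD list would have put many lines off the grid, but 1 line was. A line from another bin size, or one entered separately, stays open. The nearest STAG2-KD loop on the grid had an anchor 24 kb away, but most loops on the grid had no close neighbour either (1557 pairs within 2 bins among 25621 loops), so this does not decide. The list does not tell how this line arose, or whether the contact it describes was strong. It stood as line 123 of the 446 lines of chromosome 14, not at the end of the list. On the grid, the STAG2-KD list still held 3 loops at IRF9 against 2 in WT, and the bin of the enhancer guides had 1 loop in STAG2-KD against 5 in WT. A WT-only loop there lay within 2 bins of a STAG2-KD-only loop, so this contrast depends in part on exact matching at the guide bin. That bin also holds a transcript start of TINF2 and the Site A guides, with which the study deleted a STAG2 binding site (24712077 to 24712526), so its loops cannot be assigned to the enhancer. No biological explanation was tested for this line.

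Sharing fell along both lists, from 49.7% to 29.0% of WT loops. The order was not by position, since the median rank correlation with position over 22 chromosomes and 2 lists was -0.0210, and the largest in size was 0.177. Ranks of shared loops correlated between the lists across loops, which are not independent replicates, with a median Spearman coefficient of 0.670 over chromosomes (0.597 to 0.717). This is consistent with an order that follows a property both lists have, for which the strength of the call is a candidate explanation. No column tests that further, and no biological explanation was tested.

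CTCF motif pairs were rare under the strict core used, at 58 of 15240 STAG2-KD-only and 38 of 16908 WT-only loops with a motif at both anchors. With one strand at each anchor, 32 of 58 STAG2-KD-only pairs and 18 of 37 WT-only pairs were convergent. The convergent share differed by 6.52 points with an interval of -13.6 to 26.6, too wide to say whether STAG2-KD-only pairs rest less on convergent motifs. Convergent pairs per private loop were higher by 0.104 points in STAG2-KD-only loops (0.0291 to 0.177), which goes against fewer such loops among them. A motif at both anchors in any orientation was also more frequent, by 0.156 points (0.0552 to 0.273). That set includes the convergent pairs, and the interval of the convergent share was too wide to say whether the difference is particular to them. The mean GC content of the anchors differed by 0.0699 points, and with WT-only loops weighted to the GC content of STAG2-KD-only loops the difference in convergent pairs was 0.1003 points (0.0278 to 0.177), so GC content did not account for it. Shared loops had a motif at both anchors in 0.337%, closer to STAG2-KD-only loops (0.381%) than to WT-only loops (0.225%). The difference is therefore not shown to be a gain in STAG2-KD-only loops and can be a low value in WT-only loops. The counts are small, and motif matches are not binding.

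At the STAG1 promoter on chromosome 3, the numbers of loops were near equal but the longest loops differed. The STAG2-KD list held 4 loops over 500 kb, of 655 to 695 kb, that reach bins from 135775001 to 135820000 inside PPP2R3A, and the WT list held 0 over 500 kb. The WT list held WT-only loops of 485 kb and 450 kb to the same side of STAG1, so the contrast depends in part on the limit of 500 kb. These bins lie close together, so they may be one contact region and not 4 separate ones. The excess of long loops was seen on 21 of 22 chromosomes, chromosome 3 among them, so such loops were not particular to this gene. This locus was singled out after its values were seen, and no biological explanation was tested.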
